A study of Homo sapiens with 6 samples.

How the data were processed

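Total RNA was taken from frozen left ventricle tissue of human hearts without disease and extracted with Trizol, and libraries were made from 1 µg of RNA with an Illumina TruSeq RNA kit, per the labels' protocols. The 6 libraries form 1 group. The submitters' processing notes name TopHat2 2.1.1, Cufflinks 2.2.1, DESeq2 (no version) and the genome build hg19 without saying which step each served. The read counter, the gene annotation, the use of strand and any depletion of ribosomal RNA are not given in the sources used here. Without strand, reads of a gene and of an overlapping antisense gene cannot be told apart.

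The deposited values are a signal per gene: the authors' read counts divided by 1 size factor per library, named DESeq2 normalized counts in the deposited table. Each column proved to be whole multiples of the value of 1 read. Dividing by that step gave whole numbers, within 0.01 read, for 100% of the values, with a largest deviation of 0.000374 read. The size factors so recovered ran from 0.54 to 1.06 with a geometric mean of 0.68, which is not 1. Recovered reads numbered between 37317064 and 65183867 per library. A normalized count of 10 stands for 5.4 to 10.6 reads and one of 100 for 54 to 106 reads, a counting error (CV) of 30.8% to 43.0% and of 9.70% to 13.6%. Such errors cover counting only, since reads are not independent molecules.

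The table lists 25369 genes, and all have a name. Left out were 28 rows whose names a spreadsheet had turned into dates, 2 of them repeats of such a name, and 222 genes left out for donor privacy. The latter are Y-linked genes, X-linked genes that escape inactivation, and genes whose level can mirror an inherited allele, among them HLA genes and immune receptor segments. This left 25119 genes, 17307 of them with a mean of at least 10 and 13401 with a mean of at least 100. Mitochondrially encoded genes, a list of 13 genes fixed in advance, were missing from the values used and were not analysed here. Ranks and shares of the normalized counts therefore leave them out.

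Before the data were examined, 38 gene lists (17 of cell types and 21 of functions), 30 gene pairs, 14 pairs of lists, the tests and the naming rule were fixed. The rule names the 20 genes with the highest mean, the members of the gene pairs, for each list the 2 members with the highest mean and the 2 with the largest SD, the 25 genes with the largest excess SD, and the 10 with the smallest SD, both at a mean of at least 100. Of the 25, 3 are not named, because their levels may follow an inherited allele. These were chosen after their values were seen. Some other results for genes under the rule are not reported here.

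Values were put on the scale log2(normalized count + 1), which understates the change of low genes. A gene's spread is its SD on that scale over the 6 libraries, and excess SD is the SD minus the running median of genes nearest in mean. A ratio of 2 genes was tested by a two-sided exact sign-flip test over 64 sign patterns. A list score is the mean deviation of members with a mean of at least 10 from their own mean, for lists with at least 3 such members, which gave 36 lists. Its SD was placed among 10000 random lists of the same size, matched on mean expression in 50 bins, and lists at or above the 95th percentile were set apart. Related genes can share regulation, so the comparison shows joint variation of a list and not its cause. Correlations used all 720 pairings of 6 libraries in a two-sided exact permutation test. Adjustment was by Benjamini-Hochberg with a threshold of 0.05.

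Dispersion beyond counting error was tested on the recovered reads with a chi-square statistic on 5 degrees of freedom, and biological CV was estimated with edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3. Other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Exonic length and GC content came from a GENCODE annotation of another genome build than the authors', by gene symbol, and no coordinates were used. A length was found for 22474 genes (89.5%). Alternatives tried were other scalings (library total, edgeR's TMM, upper quartile), pseudocounts of 0.5 and 5, other minimum means, random lists without matching, medians over members, lengths, and leaving out each library. Removal of GC and length trends was chosen after seeing the data.

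The procedures were tested on simulated data. Of 200 genes changed in 1 of 6 libraries among 17307, the dispersion test called 64.0% at 1.5-fold and 86.0% at 2-fold, and 0.05% of unchanged genes. Of 200 simulated lists with a shared deviation of SD 0.5 (log2) 100% reached the 95th percentile, against 3.0% of lists without one, and smaller shared deviations were not simulated. In the real data that percentile lay above 0.5 for B and plasma cells (0.83), skeletal muscle (0.63), mesothelial cells (0.60) and neutrophils and monocytes (0.58). The simulated rate does not carry over to these lists. A simulated biological CV of 30% was returned as 30.0% by edgeR and DESeq2.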

Results

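RNA sequencing was used to profile the left ventricle (LV), the main pumping chamber, of human hearts without disease. The series holds 6 libraries in 1 group, so no treatment or disease was compared, and the question addressed is which genes the tissue expressed and how far their levels differed between the libraries. The libraries are called library 1 to library 6 by their replicate number. The labels do not say that they came from separate donors, so each p-value measures only the spread between these samples, which may be technical. The reads recovered from the deposited table numbered 43902297, 46385139, 37317064, 43474108, 38050009 and 65183867 in libraries 1 to 6, and between 19799 and 20840 genes had a read. A normalized count of 100 corresponded to 54 to 106 reads, with a counting error (coefficient of variation, CV) between 9.70% and 13.6%. Levels are given as mean normalized count ± SD over n = 6 libraries unless stated otherwise.

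To evaluate which transcripts took most of the reads, genes were ranked by mean normalized count, which grows with transcript length. Mitochondrially encoded genes are not among the values, so all ranks and shares concern the other genes only. The sarcomere genes TTN and MYH7 led the ranking. TTN, which encodes the giant elastic protein titin, had 7895905 ± 1360572 and took 11.9% ± 1.63 (SD, n = 6) of all normalized counts. MYH7, the slow β-myosin heavy chain, followed with 2159327 ± 283076, or 3.26% ± 0.362. The intermediate filament gene DES reached 634336 ± 91030, the calcium release channel gene RYR2 reached 608990 ± 127975, and the oxygen-binding MB reached 446657 ± 76654. RMRP and RPPH1, the RNA components of the RNase MRP and RNase P enzymes, ranked 3 and 4 with 965427 ± 230986 and 742495 ± 225466. Per nucleotide of exonic length the order differed, with 67.6 ± 11.6 for TTN, 355 ± 46.5 for MYH7, 3602 ± 862 for RMRP and 2230 ± 677 for RPPH1.

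The remaining genes of the 20 highest were TPM1, MALAT1, CMYA5, ACTC1, MYL2, PLCG2, ANKRD1, NEBL, MYBPC3, AHNAK, CKM, TNNC1 and ATP2A2, from 371540 ± 59069 for TPM1 to 213226 ± 67442 for ATP2A2. Together the 20 genes held 25.7% ± 1.37 of the normalized counts. The CV over the libraries was lowest for AHNAK (10.7%) and MYBPC3 (11.6%), and highest for the nuclear long non-coding RNA MALAT1 (50.7%), which ranged from 176206 in library 5 to 705284 in library 3. Without library 3 the CV of MALAT1 was 31.7%, below that of ATP2A2 (33.0%), and PLCG2 was lowest (4.83%).

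The 15 genes of the cardiomyocyte list held 20.3% ± 1.94 of the counts. The lists of other cell types held far smaller shares. Fibroblast markers, led by DCN with 54227 ± 12623 and COL1A2 with 25417 ± 8734, held 0.233% ± 0.0547. Endothelial markers, led by VWF with 54804 ± 5692 and FLT1 with 17013 ± 2441, held 0.164% ± 0.0155, and pericyte markers, led by RGS5 with 43715 ± 8913, held 0.158% ± 0.0178. The share of the cardiomyocyte list depends on how it is counted. Because read counts grow with transcript length, it was also taken after division by exonic length, which gave 10.4%. It was 1.83% when the 20 highest genes, which include many of its members, were left out.

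To evaluate which members of related gene families the ventricle used, the log2 ratio of 30 gene pairs was tested. Among contractile genes, MYH7 was 30.6-fold above MYH6, the fast α-myosin heavy chain (log2 ratio 4.94 ± 1.74). The ventricular light chain genes MYL2 and MYL3 exceeded their atrial counterparts MYL7 and MYL4 by 10.4-fold and 23.7-fold. The cardiac troponin I gene TNNI3 was 282-fold above the fetal and slow skeletal TNNI1 (log2 ratio 8.14 ± 2.04). The largest ratio was that of PLN over SLN, which encode small inhibitors of the sarcoplasmic calcium pump (log2 ratio 12.59 ± 1.43), and RYR2 exceeded RYR3 by 12.02 ± 0.69 on the log2 scale. Per exonic length these were 11.44 and 11.94, in the opposite order.

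Among metabolic pairs, CKM exceeded CKB by 25.7-fold, PFKM exceeded PFKL by 24.4-fold, LDHB exceeded LDHA by 12.6-fold, SLC2A4 (the insulin-responsive glucose transporter) exceeded SLC2A1 by 5.94-fold, and SLC25A4 exceeded SLC25A5 by 33.4-fold with an SD of 0.11 (log2). HK1 exceeded HK2, the hexokinase form typical of muscle, by 10.5-fold. Among smaller ratios, ACTC1 exceeded the skeletal actin gene ACTA1 by 2.62-fold, NPPA exceeded NPPB by 3.53-fold and ESRRA exceeded ESRRG by 2.24-fold. The second member was higher for 2 pairs. These were PYGM, the muscle glycogen phosphorylase, which lay below the brain form PYGB (log2 ratio -1.74 ± 0.44), and TBX5, which lay below TBX20 (log2 ratio -1.53 ± 0.38). CPT1B and CPT1A, the muscle and liver forms of the enzyme that admits fatty acids to mitochondria, did not differ past the threshold (log2 ratio -0.38 ± 0.39).

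Of the 30 pairs, 29 kept 1 direction in 6 of 6 libraries and passed a two-sided exact sign-flip test, 27 with the first member higher and 2 with the second. The exact p was 0.03125 for each, the smallest that 6 libraries allow, with a Benjamini-Hochberg adjusted p of 0.0323 over the 30 pairs. CPT1B over CPT1A had an exact p of 0.0938, and was higher for CPT1B in 1 of 6 libraries. After division by exonic length, 28 pairs passed: ACTC1 over ACTA1 fell to a log2 ratio of 0.09 (adjusted exact p = 0.875), NPPA over NPPB to 1.13 (adjusted exact p = 0.0647), and CPT1B over CPT1A turned to 0.58 (adjusted exact p = 0.0335). The fold of other pairs moved too, to 2251 for TNNI3, 9.59 for SLC25A4, 23.6 for LDHB, 15.1 for PFKM and 6.66 for ESRRA, each over its partner, and TBX5 over TBX20 fell to a log2 ratio of -2.75, below PYGM over PYGB at -1.37. Library 5 set much of the MYH7 ratio, which was 19.2-fold without it, and library 6 lowered that of TNNI3, which was 471-fold without it. MYH6 and MYH7, and ACTC1 and ACTA1, are similar in sequence, and how shared reads were assigned is not given in the sources used here.

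**Figure D1:**
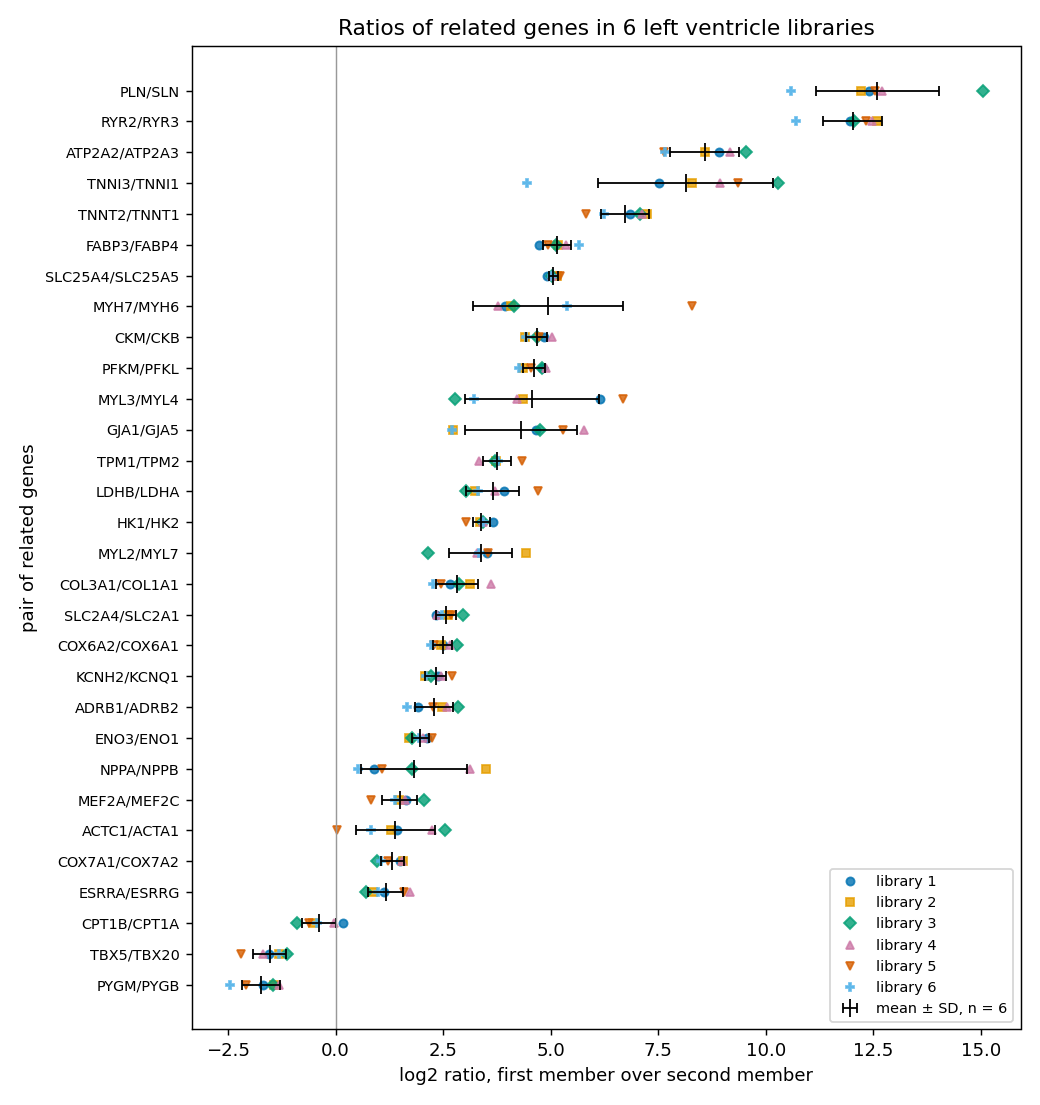
Log2 ratio of normalized counts (first member over second, horizontal axis) for 30 pairs of related genes (vertical axis), with 1 point per library and black bars for the mean ± SD over 6 libraries. PLN/SLN has the highest mean ratio, 12.59, and PYGM/PYGB the lowest, -1.74, while MYH7/MYH6 in library 5 lies at 8.28.

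To evaluate which functions and cell types varied between the libraries, the members of each gene list were averaged into a score per library. By score SD the first 7 lists were neutrophils and monocytes, adipocytes, stress-associated genes, T and NK cells, B and plasma cells, immediate early genes and mesothelial cells. Matched random lists differed in spread too, with a median SD of 0.45 for B and plasma cells and 0.069 for immediate early genes. Relative to that median the order changed. Immediate early genes (10.8 times), stress-associated genes (10.1) and matrix remodelling (8.69) then led, followed by adipocytes (6.99). Neutrophils and monocytes stood at 4.58, T and NK cells at 4.03, mesothelial cells at 2.43 and B and plasma cells at 2.25. NPPA and NPPB, which encode the atrial and B-type natriuretic peptides, ranged from 59.3 to 7510 and from 6.36 to 3524, both highest in library 5 and next in library 6. MYH6 was lowest in library 5, at 7936 against 41943 to 175850 in the other libraries. The immediate early transcription factor genes NR4A1 and NR4A3 were lowest in the same library, at 565 and 213. Library 6 had the highest COMP, a cartilage matrix gene, at 1690 against 96.7 or less elsewhere.

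The cell type lists with the largest score SD (log2) were neutrophils and monocytes (1.47), adipocytes (1.36), T and NK cells (1.03), and B and plasma cells (1.02). The neutrophil and monocyte score was highest in libraries 5 and 3, with FCN1 at 336 in library 5 and 51.9 or less elsewhere. CD3D, a T cell receptor component, reached 52.9 in library 5, and the plasma cell gene IGJ reached 616 there. C1QB, a macrophage complement gene, was also highest in library 5, at 2751. Adipocyte markers were highest in libraries 1 and 4, where the adipokine gene ADIPOQ stood at 672 and 254 and CIDEC at 98.2 and 95.4. Members differed, and the lipase gene LIPE was highest in library 5 (860). These immune and adipocyte transcripts were rare, with list shares of 0.000436% for neutrophils and monocytes and 0.00529% for adipocytes.

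The smooth muscle score (SD 0.58) was high in libraries 6, 1 and 4, at 0.55, 0.51 and 0.50. MYH11 at 14159 ± 7704, ACTA2 at 10630 ± 5411 and TAGLN at 9256 ± 5120 were highest in library 4, but not every member was. The score SD was 0.72 for mesothelial cells, where ITLN1 was the only one of 4 members with a log2 SD above 1 (2.36), 0.55 for atrial genes, 0.47 for mast cells, 0.31 for fibroblasts, 0.28 for cardiomyocytes, 0.28 for macrophages and 0.27 for Schwann and neural cells. Within the cardiomyocyte list, MYH6 was the only one of 15 members with a log2 SD above 1 (1.70), against 0.24 for TTN and 0.19 for MYH7. Without library 5 the SD of MYH6 was 0.80, and none of the members was above 1. Markers of endothelium (0.10), pericytes (0.10), conduction cells (0.28) and skeletal muscle (0.25) lay below the 95th percentile of random lists. That percentile was an SD of 0.46 for conduction cells and 0.63 for skeletal muscle, so smaller shared variation could be missed there. Without library 4 the SD was 0.08 for conduction cells and 0.15 for skeletal muscle, and without library 6 it was 0.06 for endothelium. With library totals as the scaling the endothelial list reached the percentile 97.4. Among erythroid genes, HBB ranged from 70.6 to 3646, highest in library 3, and the list was not placed among random lists because only HBA2 and HBB reached the minimum mean.

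Among functional lists, stress-associated genes had the largest score SD (1.04), with NPPA, NPPB and ACTA1 highest in library 5. NPPA and NPPB, the 2 of 7 members with a log2 SD above 1, contributed most to its spread. The list stayed at the percentile 100 under every alternative, medians over members included. The other members differed, and some were chosen here after their values were seen. XIRP1 (46704) and FHL1 (90612) were also highest in library 5, but XIRP2 was lowest there (101695). ANKRD1 was highest in library 3 (302553) and lower in library 5 (214934). ACTA1 ranged from 62355 to 239490. Immediate early genes followed (0.74), and 8 of their 18 members had a log2 SD above 1, against 4 without library 5. In library 5, DUSP1, a phosphatase induced by stress, stood at 3074 against 14629 to 21164 in the others. Matrix remodelling genes had an SD of 0.59, with FN1 at 39138 ± 15884 and highest in library 6. The core clock activators (0.54) and the clock repressors and output genes (0.50) followed, with ARNTL ranging from 187 to 1319 and CIART from 154 to 650.

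Smaller spreads were seen for interferon response genes (0.38), heat shock genes (0.36), glucocorticoid response genes (0.35), ribosomal protein genes (0.29), acute inflammation genes (0.26), nuclear genes of oxidative phosphorylation (0.23), fatty acid oxidation (0.20), the citric acid cycle (0.19) and ion channels (0.19). Heat shock genes HSPA1B and HSPH1 were highest in library 3, at 10390 and 11031, and the ribosomal protein genes RPS3 and RPS14 were lowest there, at 10250 and 18281. The potassium channel subunit gene KCNIP2 ranged from 345 in library 6 to 9699 in library 4. The lists for the Z-disc (0.14), calcium handling (0.10), glycolysis (0.13), the hypoxia response (0.12), adrenergic signalling (0.13) and the renin-angiotensin system (0.25) lay below the 95th percentile of random lists, except that the last reached 98.1 with medians over members. Without library 6 the SD was 0.09 for the Z-disc and 0.06 for calcium handling, and it was 0.06 for glycolysis without library 4 and 0.06 for the hypoxia response without library 5.

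Of 36 lists scored, 26 reached the 95th percentile of the score SD of 10000 random lists matched on expression, against 1.8 by chance for unrelated genes, and 8 exceeded every random list. Those 8 were smooth muscle, T and NK cells, neutrophils and monocytes, adipocytes, stress-associated genes, matrix remodelling, immediate early genes and the interferon response. Across 15 alternative settings 16 lists stayed above that percentile in each. The other 10 were T and NK cells, B and plasma cells, neutrophils and monocytes, mast cells, Schwann and neural cells, mesothelial cells, ion channels, the citric acid cycle, acute inflammation and the clock activators. Leaving out 1 library took 1 or more of these lists below that percentile each time. Schwann and neural cells fell to 94.4, 86.6 and 83.0 without libraries 1, 5 and 6, and mast cells to 88.5 and 68.99 without libraries 2 and 6. Acute inflammation fell to 86.8 without library 3, the citric acid cycle to 93.0 without library 4 and ion channels to 82.6 without library 6. Without library 5, neutrophils and monocytes fell to 89.0 and mesothelial cells to 92.1, and B and plasma cells had fewer than 3 members left. Other settings lowered some further, to 68.7 for ion channels and 90.5 for mesothelial cells with medians over members, 76.1 for acute inflammation at a mean of at least 100, and 88.2 for the citric acid cycle and 94.9 for the clock activators against random lists without matching. T and NK cells had too few members left at a mean of at least 100. The score SDs that follow keep the members chosen over all 6 libraries, also for B and plasma cells. Without library 5 the score SD was 0.26 for immediate early genes, 0.68 for T and NK cells and 0.51 for B and plasma cells. It was 0.94 for neutrophils and monocytes and 0.20 for the glucocorticoid response without that library. Without library 6 it was 0.33 for matrix remodelling, 0.28 for mast cells and 0.12 for ion channels, and without library 3 it was 0.19 for ribosomal proteins.

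**Figure D2:**
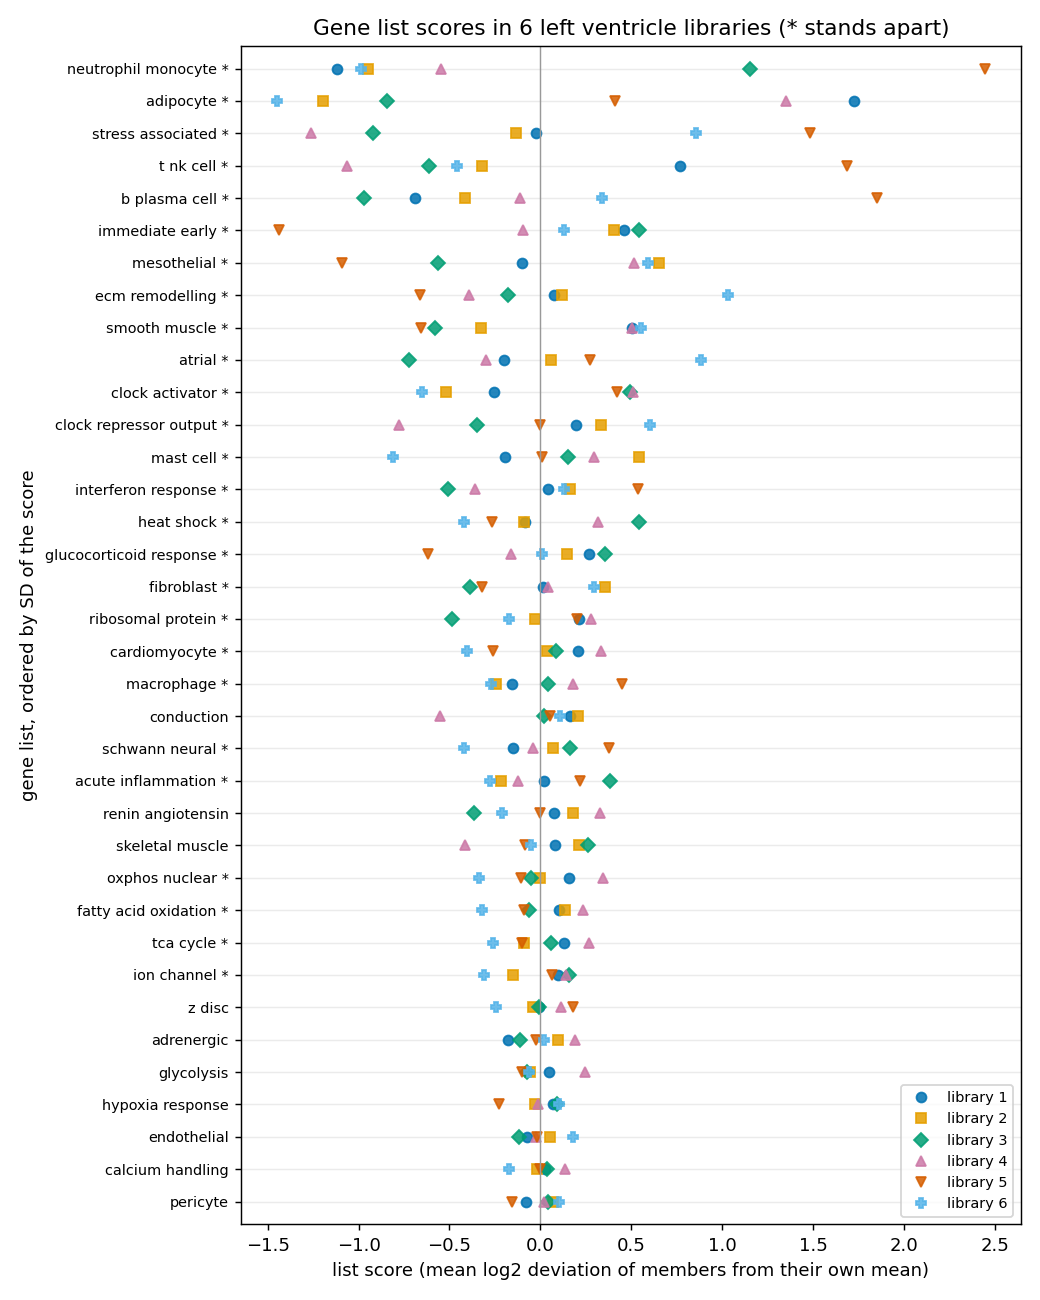
Score of each of 36 gene lists (vertical axis, ordered by SD) in each of 6 libraries (horizontal axis, mean log2 deviation of the members from their own mean), with 1 point per library and an asterisk for the 26 lists at or above the 95th percentile of random lists. Library 5 lies at 2.45 for neutrophils and monocytes and at -1.44 for immediate early genes, and library 6 at 1.03 for matrix remodelling.

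To evaluate which single genes differed most, genes with a mean of at least 100 were ranked by log2 SD in excess of genes of similar level. NPPB (log2 SD 3.50) led the ranking, with a highest value 554-fold above the lowest. CYP1A1, a xenobiotic-metabolizing cytochrome P450 gene, differed 160-fold, NPPA 127-fold, and PDK4, a kinase that restrains glucose oxidation, 131-fold, from 1803 in library 5 to 235691 in library 3. The growth factor gene EREG differed 97.5-fold. DHRS7C, a gene of the sarcoplasmic reticulum, ranged from 109 in library 6 to 4220 in library 4.

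The 25 most variable genes also included COMP, BANCR, GLP1R, C1QL3, FAM83B, FREM2, SNAP91, ITLN1, HBB, NR4A3, CYTL1, ACSM5, SH3GL2 and TNNI1, with log2 SDs between 1.90 (TNNI1) and 3.20 (COMP). For 10 of the genes named, leaving out 1 library lowered the log2 SD by over 1.5 times. Without library 6 it was 1.81 for COMP, 0.93 for GLP1R, 1.33 for CYTL1 and 1.26 for TNNI1. Without library 3 it was 1.51 for BANCR, 1.01 for HBB and 1.14 for SH3GL2. Without library 5 it was 1.26 for FAM83B and 1.18 for NR4A3, and without library 2 it was 1.55 for SNAP91.

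**Figure D3:**
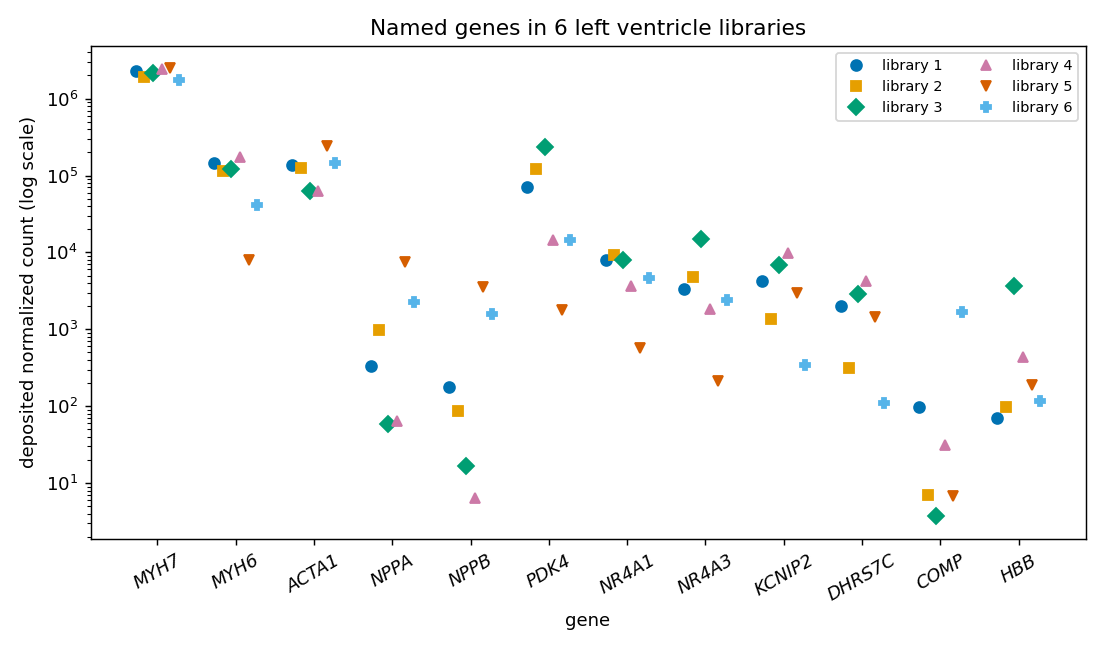
Deposited normalized count (vertical axis, log scale) of 12 named genes (horizontal axis) in 6 libraries, 1 point per library. MYH7 stays between 1751364 and 2474253, while NPPB spans 6.36 to 3524 and PDK4 spans 1803 to 235691.

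The gene with the least spread was UTP23, a ribosome biogenesis factor, with 1441 ± 10.5, a CV of 0.731%. DPH7, a gene of diphthamide synthesis, had 759 ± 10.1, the transcription elongation gene HTATSF1 had 5625 ± 76.3 and the splicing factor gene SF3B3 had 7973 ± 166. The 10 least variable genes also included ZKSCAN5, DOPEY1, WAPAL, ZNF570, VEZT and LRFN3. Values picked as the lowest of 13401 genes understate the true spread of those genes. The CVs of UTP23, DPH7, ZKSCAN5, ZNF570 and LRFN3 lay below counting error alone at their levels. For LRFN3 the CV was 2.11% at a mean of 151, while counting error was 9.70% to 13.6% at a normalized count of 100. The ranking therefore cannot show that these genes are the most stable.

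Across 17307 genes with a mean of at least 10, the median CV was 19.0%, and 899 genes (5.19%) had a log2 SD above 1. The recovered reads of 15645 genes (90.4%) varied beyond counting error by a chi-square test of dispersion with Benjamini-Hochberg adjustment. The common biological CV was 25.8% by edgeR, and the median was 19.6% by DESeq2. The count of genes with a log2 SD above 1 fell to 201 at a minimum mean of 100. Spearman correlations between libraries over these genes, which are not independent replicates, ranged from 0.967 (libraries 3 and 5) to 0.990 (libraries 1 and 4). Read counts of every pair of libraries differed beyond sampling noise, with a chi-square per degree of freedom of at least 34.6, so no library is a copy of another. Repeat libraries of 1 sample would differ beyond sampling noise too.

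To evaluate whether gene groups moved together over the 6 libraries, 14 pairs of lists fixed in advance were correlated. Clock genes showed the most ordered relation. The score of the clock activators (ARNTL, CLOCK and NPAS2) ordered the libraries exactly opposite to that of the clock repressors and output genes (such as NR1D2, PER3 and CIART). ARNTL carried most of the activator score, with a log2 SD of 1.23 against 0.21 for CLOCK and 0.39 for NPAS2, and CLOCK was 6958 in library 2, where the score was low, and 6127 in library 5, where it was high. The repressor members differed as well, and NR1D1, chosen after its values were seen, was highest in library 5 (532). ARNTL was 1319 in library 4 and 188 in library 6, where CIART was 154 and 650. The scores of oxidative phosphorylation and fatty acid oxidation genes were both highest in library 4 and lowest in library 6, but their correlation did not pass adjustment. The cardiomyocyte marker score was also highest in library 4 (0.34) and lowest in library 6 (-0.41).

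For the clock lists Spearman's rho was -1 (exact permutation p = 0.00278, adjusted 0.0389) and Pearson's r was -0.887 (exact permutation p = 0.00972, adjusted 0.0681). Without the 2 libraries farthest from the median, r was -0.738. The activator scores lay from -0.65 to -0.26 in libraries 1, 2 and 6 and from 0.42 to 0.51 in libraries 3, 4 and 5, so the relation could not be tested within either cluster. Oxidative phosphorylation and fatty acid oxidation had r = 0.937 (exact permutation p = 0.00833, adjusted 0.0681) and rho = 0.943 (exact permutation p = 0.0167, adjusted 0.117), with r = 0.745 without the 2 farthest libraries. By Pearson's r 0 of 14 pairs passed the adjusted threshold and 2 had an unadjusted exact p under 0.05, while by Spearman's rho 1 passed.

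Other pairs did not pass. Neutrophil and monocyte markers against acute inflammation genes had r = 0.789 (exact permutation p = 0.0556, adjusted 0.259) and rho = 0.6 (exact permutation p = 0.242, adjusted 0.423), and r was -0.154 without libraries 3 and 5, on which it rests. Cardiomyocyte against endothelial markers had r = -0.676 (exact permutation p = 0.138, adjusted 0.324) and rho = -0.714 (exact permutation p = 0.136, adjusted 0.318), and r was -0.186 without libraries 5 and 6, on which it rests. Fibroblast markers against matrix remodelling had r = 0.685 (exact permutation p = 0.122, adjusted 0.324) and rho = 0.657 (exact permutation p = 0.175, adjusted 0.350), and r was 0.585 without libraries 3 and 5. Stress-associated genes against matrix remodelling had r = 0.177 (exact permutation p = 0.746, adjusted 0.870) and rho = 0.0857 (exact permutation p = 0.919, adjusted 0.919), and r was 0.941 without libraries 4 and 5. The other 8 pairs had r between -0.214 and 0.671, with exact permutation p between 0.139 and 0.982. They include neutrophils and monocytes against HBA2 and HBB, the 2 erythroid members that reached the minimum mean (r = 0.497, rho = 0.83, exact permutation p = 0.312 and 0.0583, adjusted 0.486 and 0.272, and r = 0.969 without libraries 3 and 5).

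**Figure D4:**
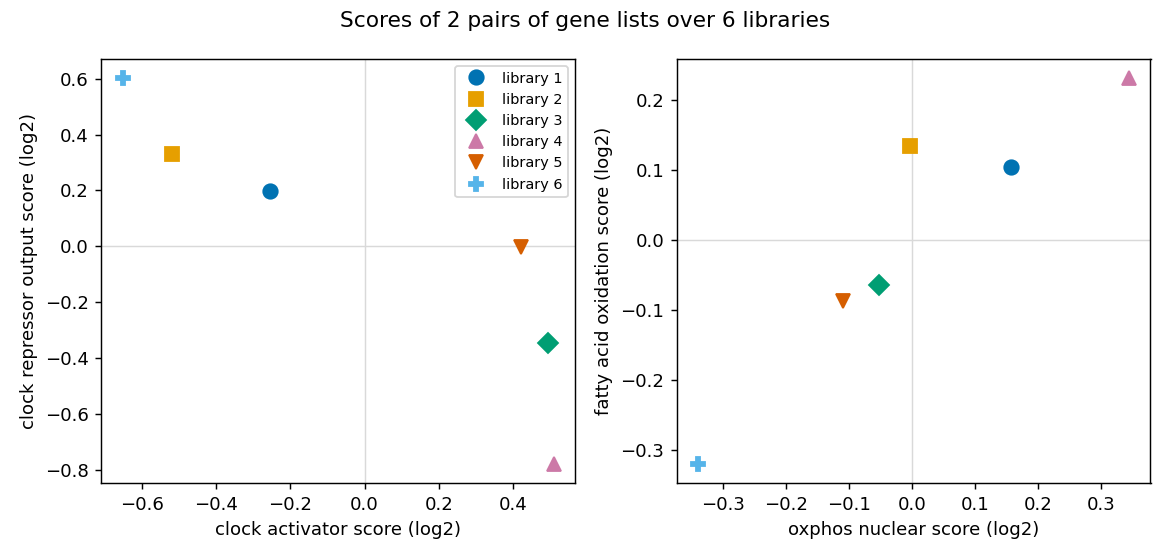
Scores (log2) of clock activators against clock repressors and output genes (left) and of oxidative phosphorylation against fatty acid oxidation genes (right), 1 point per library. The left points run from library 6 (-0.65, 0.60) to library 4 (0.51, -0.78), and the right points from library 6 (-0.34, -0.32) to library 4 (0.34, 0.23).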

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

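The correlations of NPPA with atrial and with conduction genes were chosen after the spread of NPPA was seen, and removal of GC and length trends is an added alternative. Each of 223 values (155 genes, 36 list scores, 30 ratios and 2 measures per library) was tested for a single library far from the other 5, by the gap to the nearest library as a share of the whole range. Chance gives about 1 in 20, or 11.2 here, and 12 were found, 6 of them in library 5.

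Library 5 stood apart from the others in the immediate early score, at -1.44 against a median of 0.40 (gap share 0.679). It had the lowest NR4A1, 565 against 3613 to 9156 (0.666), the lowest DUSP1, 3074 against 14629 to 21164 (0.809), and the lowest KLF9, a glucocorticoid-responsive gene, 6159 against 10657 to 14003 (0.668). Its C1QB was the highest, 2751 against 931 to 1373 (0.641). Its log2 ratio of MYH7 to MYH6 was 8.28 against a median of 4.08 (0.644).

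Library 6 had the most reads, 65183867 (0.675), the lowest log2 ratio of RYR2 to RYR3, 10.71 against a median of 12.33 (0.668), and the lowest mast cell gene MS4A2, 48.2 against 98.2 to 140 (0.667). Library 4 had the lowest score of conduction genes, -0.55 against a median of 0.11 (0.752). Library 3 had the lowest PLCG2, 183181 against 288601 to 327869 (0.781), and library 2 the lowest metallothionein MT1X, 538 against 1306 to 1936 (0.693).

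The pattern weighed here is the spread of NPPA and NPPB, which were highest in library 5, where MYH6 was lowest. Trends of GC content and length between libraries as the whole cause are argued against: once these were removed, the smaller of the 2 log2 SDs was 2.76. Atrial tissue in some samples is a candidate explanation that stays open: with MYH6 left out, since it is part of the pattern, the score of MYL7, MYL4, SLN, KCNA5, NR2F1 and KCNJ3 had r = -0.224 with NPPA (rho = -0.314, exact permutation p = 0.647 and 0.564, and r = 0.329 without the 2 libraries farthest from the median). With MYH6 included r was -0.616 (exact permutation p = 0.183). The members went both ways, with r = -0.631 for MYL7, which the ventricle also expresses, and 0.636 for NR2F1 (exact permutation p = 0.174 and 0.171). For MYL4, KCNJ3 and KCNA5 r was -0.613, -0.36 and -0.142, and for SLN it was 0.586. In library 5 MYL4 (1538) and KCNA5 (283) were lowest, while NR2F1 was highest (119). NR2F1 and SLN had the lowest means of these genes, 54.7 and 42.4. Conduction tissue is open too, with r = 0.543 (rho = 0.429, exact permutation p = 0.293 and 0.419, and r = 0.825 without the 2 farthest libraries). The tests of atrial and conduction tissue concern admixture only, and since the design names no condition, no biological explanation was tested.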

How the results depend on the processing

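Removal of GC and length trends was the only alternative chosen after seeing the data. The count of genes with SD above 1 (899) was 480 with a pseudocount of 5, 201 at a mean of at least 100, 3153 with no minimum and 597 by scaled median absolute deviation, and lay between 738 and 987 when 1 library was left out. Low genes have the larger counting error, and the cause of the other shifts was not tested. The cardiomyocyte share (20.3%) was 1.83% without the 20 highest genes, which include many of its members, and 10.4% per exonic length. The median Spearman correlation between libraries (0.982) was 0.972 by Pearson's r and 0.975 at a mean of at least 100. By Spearman's rho 1 pair of lists passed, against 0 by Pearson's r. CPT1B over CPT1A turned from -0.38 to 0.58 per exonic length, since CPT1A has the longer exons. Correlations near 0 changed sign: glucocorticoid response with acute inflammation (-0.0153) was 0.105 with upper quartile scaling, 0.257 by Spearman's rho and 0.0125 with GC and length trends removed. Immediate early with acute inflammation (-0.214) was 0.257 by Spearman's rho, and stress-associated genes with matrix remodelling (0.177) was -0.043 with medians over members. Without the 2 farthest libraries r was 0.802 for immediate early with acute inflammation and 0.431 for glucocorticoid response with acute inflammation. The cause was not tested. Lists at or above the 95th percentile numbered 19 to 26 over the alternatives, against 26, and the lowest count came from members with a mean of at least 100, which leaves some lists with fewer than 3 members. Leaving out 1 library gave 22 to 25 such lists. With library totals the endothelial list rose to the 97.4th percentile, and with medians over members the renin-angiotensin list rose to the 98.1st. Between 23 and 25 of the 25 most variable genes stayed in that set under every other scaling and pseudocount tried. Other single values numbered 805 on the same side under the alternatives fixed in advance, with 32 weaker, 3 stronger and 4 moved. Leaving out a library was not run for the sign-flip test, which then cannot pass its threshold, or for correlations, which are given only over all 6 libraries or without the 2 farthest. Depth limits low genes, since a normalized count of 10 rests on 5.4 to 10.6 reads.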

Other observations

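The genes in this part, other than those named before and IRX1 and IRX2, were chosen after their values were seen, as were the tests of conduction genes and of PDK4. Some RNAs that usually carry no poly(A) tail had high counts in these libraries. Besides RMRP and RPPH1, the small Cajal body RNA SCARNA2 had 68901 ± 22330 (SD, n = 6), the telomerase RNA TERC had 2213 ± 793, and the histone genes HIST1H1C and HIST1H4C had 7906 ± 929 and 3497 ± 864. Others were low, with 148 ± 143 for the small nuclear RNA RNU11 and 236 ± 182 for RNU12. The long non-coding RNA NEAT1, a neighbour of MALAT1 retained in the nucleus, ranged from 4102 in library 5 to 33696 in library 3, and these were also the lowest and highest libraries for MALAT1.

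Among genes picked for their opposite levels after these were seen, IRX3, IRX5 and GJA5, a transcription factor pair and a connexin of the fast conduction system, were high in libraries 2 and 6, with IRX5 at 2858 and 1816 against 164 to 1069 in the others. KCNIP2, a potassium channel subunit higher in the outer wall of the ventricle, HEY2 and DHRS7C were lowest in library 6, with KCNIP2 at 345 there and 9699 in library 4. Over 6 libraries the scores of both sets had r = -0.864 (rho = -0.886, exact permutation p = 0.0208 and 0.0333), and r was -0.970 without the 2 libraries farthest from the median. Since the genes were picked for the pattern, these p-values do not test it, and adjusted over the 17 relations computed for this section the Pearson p was 0.085, which does not pass.

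For this pattern, GC and length trends between libraries as the whole cause are argued against, since r stayed at -0.847 (exact permutation p = 0.025) once they were removed. Tissue from the conduction system is a candidate explanation that stays open: the correlation of its list with the IRX3, IRX5 and GJA5 score was r = 0.601 and did not pass (rho = 0.771, exact permutation p = 0.194 and 0.103). Tissue taken from different depths of the wall was tested on IRX1 and IRX2, not looked at before, with r = 0.276 (rho = 0.0857, exact permutation p = 0.546 and 0.919), and r = 0.972 without the 2 farthest libraries. IRX1 was low, at 5.57 to 32.4, and whether IRX1 and IRX2 follow wall depth was not tested. At 6 libraries this correlation cannot be told apart from chance, so sampling depth in the wall may or may not contribute.

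Of the lists that varied more than random lists, GC and length trends between libraries are argued against as the general cause. The rank correlation of deviation with GC content ran from -0.32 in library 3 to 0.343 in library 6, but 25 of the 26 lists remained at or above the 95th percentile once the trends were removed. The B and plasma cell list was lost because 1 of its 3 members had no GC value and lists need 3, and the score SD of the other members was 0.999 of that before removal (0.983 to 1.01 when 1 library was left out), which argues against the trends as the cause of the loss. The design gives no biological explanation to test.

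PDK4, whose level differed 131-fold, belongs to the glucocorticoid response list fixed in advance. A hypothesis is that it follows the immediate early genes, which may reflect a shared response to stress or tissue handling. PDK4 and the immediate early score had r = 0.92 (rho = 0.943, exact permutation p = 0.00417 and 0.0167), and r was 0.897 without the 2 libraries farthest from the median. The adjusted p was 0.063, and the genes were looked at before the test, so this stays a hypothesis. Stress and handling were not tested apart. A relation of PDK4 with another set of genes was also computed and is not reported here.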
